A study of Mus musculus with 24 samples.

How the data were processed

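Ribosome-depleted total RNA from mouse cortex was sequenced in 24 libraries, 6 each of CL WT, PI WT, CL KO and PI KO. Per the labels' protocols, RNA was extracted with TRIzol, treated with TURBO DNA-free, depleted of ribosomal RNA with RiboCop, and made into libraries with the CORALL total RNA kit. The strain given for all animals is C57BL/6N with an edit of Cdr1as. Samples were grouped by their titles, which also give the animal's genotype and number. CL and PI are used as the labels give them.

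The deposited values are log2 CPM, read counts per gene scaled to a common library total, in 4 tables, 1 for each pair of groups compared, per the file headers and names. The aligner, the counting method, its use of strand or of molecular identifiers, the genome build, the annotation, any filter on genes and the scaling are not stated. Each table was scaled on its own, since the same library differed between its 2 tables by a median of 0.0256 to 0.0364 on the log2 scale. All tests were therefore made within a table, and levels in different tables are not compared. In place of 0 each table holds a lowest value, from 0.001 to 0.00859 CPM. Each table has 12 columns of values, and each column name matched the title of 1 sample. No column of values was left over (0 unused columns).

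The deposited log2 values had been Winsorized, a step that no label records. In 100% of genes of every table the 2 lowest values of a group of 6 were equal and the 2 highest were equal. The tied values were the quartiles of the group, 0.75 times the second lowest value plus 0.25 times the next, and likewise at the top. The 4 inner values of each gene and group can be solved from this, and the lowest and highest cannot. As a check, low CPM values were tested for being whole multiples of 1 read, within 0.03 read. Over 13049 tied values, 83.5% to 88.5% per group and table were whole after recovery and 8.93% to 14.1% as deposited. Chance gives 6% for a single library. A value counted as whole if it was so for either of its 2 tied libraries, so chance is higher here. Fold changes are little affected by such a step, while the spread within groups is understated. A count test was not run, because 4 of the 6 values of each gene and group are not reads.

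The design fixed before the data were examined was limma (version 3.58.1 in R 4.3.3) on the deposited log2 values, with a mean-dependent prior variance and Benjamini-Hochberg adjustment over the genes of a table. That test assumes an unaltered spread, so after the values had been seen the test was changed to a moderated trimmed-mean test, and limma on the deposited values became an alternative. For each group the mean of the 4 recovered values was used, with the Winsorized sum of squares as its error and 6 degrees of freedom for 2 groups or 12 for 4. These were passed to limma's empirical Bayes step with a trend. Tests were two-sided, and a gene was called at an adjusted p under 0.05. The comparisons were PI WT with CL WT, PI KO with CL KO, PI KO with PI WT, CL KO with CL WT, and the interaction (PI KO minus CL KO) minus (PI WT minus CL WT), over genes in both tables of PI and CL. The test was tried on simulated data, with 14489 genes and 20 runs per setting. With no gene changed, 5.26% of genes had p under 0.05 with normal and 4.94% with heavy-tailed errors, and at most 1 gene was called, whereas limma on Winsorized values called 1719 to 2092. With 200 genes changed by 0.5, 1 or 2 on the log2 scale under normal errors, the trimmed-mean test called 48.8%, 83.0% and 96.5% of them, and 5.95% of its calls were false.

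Depth was read from the values. The step in CPM that made low values whole gave an effective depth of 5.27 to 10.5 megareads (M reads) per library, where 84.7% to 90.8% of low values untouched by the Winsorizing were whole. The limit for a gene with 0 reads was set at 3 reads, 0.285 to 0.569 CPM. A fold change against a group whose recoverable values were all at or under the highest limit of its libraries was computed against the limit and is given as a lower bound.

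The genes named in the report follow a rule fixed before the data were examined. For each comparison they are the 5 called genes with the largest positive and the 5 with the largest negative log2 fold change whose deposited values do not overlap between groups, or all such genes where fewer exist, and up to 3 in each direction for the interaction. Genes called in both comparisons of KO with WT, 12 genes of the network around ciRS-7, and the list members with the smallest p or largest change were also named. Symbols were matched to GENCODE M21 on GRCm38, which may not be the authors' build. Of 14769 symbols, 14447 matched by symbol or identifier, 201 by an older symbol and 121 did not match. Cdr1as was among those with no match and is given without a position.

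The 13 gene lists, also fixed beforehand, were of miR-7 targets, immediate early genes, glutamatergic genes, heat shock genes, reactive astrocyte genes, and markers of neurons, astrocytes, microglia, oligodendrocytes, endothelium, neutrophils and monocytes, choroid plexus and striatum. They were tested with limma's camera on the trimmed-mean statistics with a preset correlation of 0.01, adjusted over all 65 tests. In simulated unchanged sets of 20 genes with true correlations of 0, 0.01, 0.1 and 0.3, camera with the preset correlation gave p under 0.05 in 2.4%, 5.6%, 20.6% and 38.0% of sets, and with the estimated correlation in 2.4%, 5.2%, 7.2% and 6.2%. The fry test on Winsorized values gave 31.6% to 34.6%. Sites for miR-7 were matches to GTCTTCC in GENCODE M21 transcript sequence 3′ of the stop codon. No pair of replicates held identical values.

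For CL and PI libraries of a genotype, the labels name the same animals. Deviations from group means of the same animal correlated across genes by -0.14 to 0.33 in WT (mean 0.19) and by -0.0093 to 0.166 in KO (mean 0.0525). Libraries of different genotypes that share a number come from different animals. Alternatives planned beforehand were no trend in the prior variance, library median centring, quantile normalization, a filter on mean expression (log2 above 1), a pseudocount of 1, library weights, the animal as a block, leaving out each library in turn, a fold change threshold, an adjusted p under 0.01, other set tests and a longer miR-7 site. Those that need a value for each library cannot be run on trimmed means of recovered values, and were run with limma on the deposited values. Added after the values had been seen were limma on the deposited values, centring of each group on its median gene, an unadjusted threshold, and for the miR-7 sites an adjustment for sequence length and a comparison with other heptamers. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. Raw reads were not used here. A test on the region around Cdr1os is not reported here.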

Results

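RNA was sequenced from the cortex of male mice aged 3 to 4 months in which the middle cerebral artery had been blocked with a filament for 1 h, followed by 1 day of restored blood flow, a rodent model of ischemic stroke. The animals were wild type (WT) or lacked ciRS-7 (KO), a circular RNA also named Cdr1as that binds the microRNA miR-7. The labels mark each cortex sample as CL or PI without spelling the marks out, and the marks are used as given. The 24 libraries fell into 4 groups of 6, CL WT, PI WT, CL KO and PI KO, and the labels name the same animal for a CL and a PI library of each genotype. The stated aim was to compare gene expression between WT and KO animals after stroke. The series title places this within the part a mammalian RNA network plays in stroke outcome. Expression was given as log2 CPM (read counts per gene scaled to a common library total) in 4 tables. Each table held 2 groups and was scaled separately, with 14489 genes for PI WT and CL WT, 14338 for PI KO and CL KO, 14452 for PI KO and PI WT, and 14323 for CL KO and CL WT.

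The step between low values in a library gave the worth of 1 read, and from it an effective depth of 5.27 to 10.5 megareads (M reads) per library (median 6.94). By group and over the tables, the depth ran from 5.84 to 8.42 M reads in CL WT, 6.13 to 9.90 in PI WT, 6.57 to 10.5 in CL KO and 5.27 to 7.10 in PI KO. A limit of 3 reads corresponded to 0.285 to 0.569 CPM, which covers counting error only. In every gene of every table the 2 lowest and the 2 highest of the 6 values of a group were tied, because the values had been drawn in to the quartiles of their group. The spread between the deposited values was therefore smaller than the spread between animals, and the lowest and the highest library of each group could not be recovered for any gene. Tests were run on trimmed means of the 4 recoverable values per group, and standard errors (SE) are those of a difference of trimmed means with n = 6 libraries per group. Values after ± are the SE of a group's trimmed mean, with n = 6 libraries. An SD of the deposited values would be too small, because those values were drawn in.

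The targeted locus was examined first. In the tables that hold both genotypes, Cdr1as stood at 11.83 ± 0.05 log2 CPM (SE, n = 6) in CL WT. In PI WT it stood at 11.42 ± 0.06 (SE, n = 6). In the KO groups the highest recoverable value was 0.148 CPM in CL KO and 0.169 CPM in PI KO. These are at most 1.56 and 1.20 reads, under the limit of 3 reads. Against that limit, Cdr1as was at least 7420-fold lower in CL KO than in CL WT and at least 4558-fold lower in PI KO than in PI WT, over the recoverable values. Cdr1, a protein-coding gene annotated at this locus, stood at 5.15 ± 0.09 log2 CPM (SE, n = 6) in CL WT. In PI WT it stood at 4.42 ± 0.08 (SE, n = 6). For Cdr1, all KO libraries were listed at the lowest value of their table. It was at least 71.7-fold lower in CL KO and at least 33.6-fold lower in PI KO. Cdr1os, a long noncoding RNA transcribed across the locus, was higher in KO, by 1.80 on the log2 scale (SE 0.06, adjusted p = 4.94e-09) in CL and by 1.46 (SE 0.07, adjusted p = 1.28e-06) in PI. It rose from 6.76 ± 0.02 log2 CPM in CL WT to 8.56 ± 0.06 in CL KO (SE, n = 6 each). In PI it rose from 6.77 ± 0.07 in PI WT to 8.23 ± 0.04 in PI KO (SE, n = 6 each). The trimmed-mean test called Cdr1as (adjusted p = 5.58e-06 in CL, adjusted p = 0.00237 in PI) and Cdr1 (adjusted p = 2.73e-07 in CL, adjusted p = 0.00237 in PI).

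**Figure D1:**
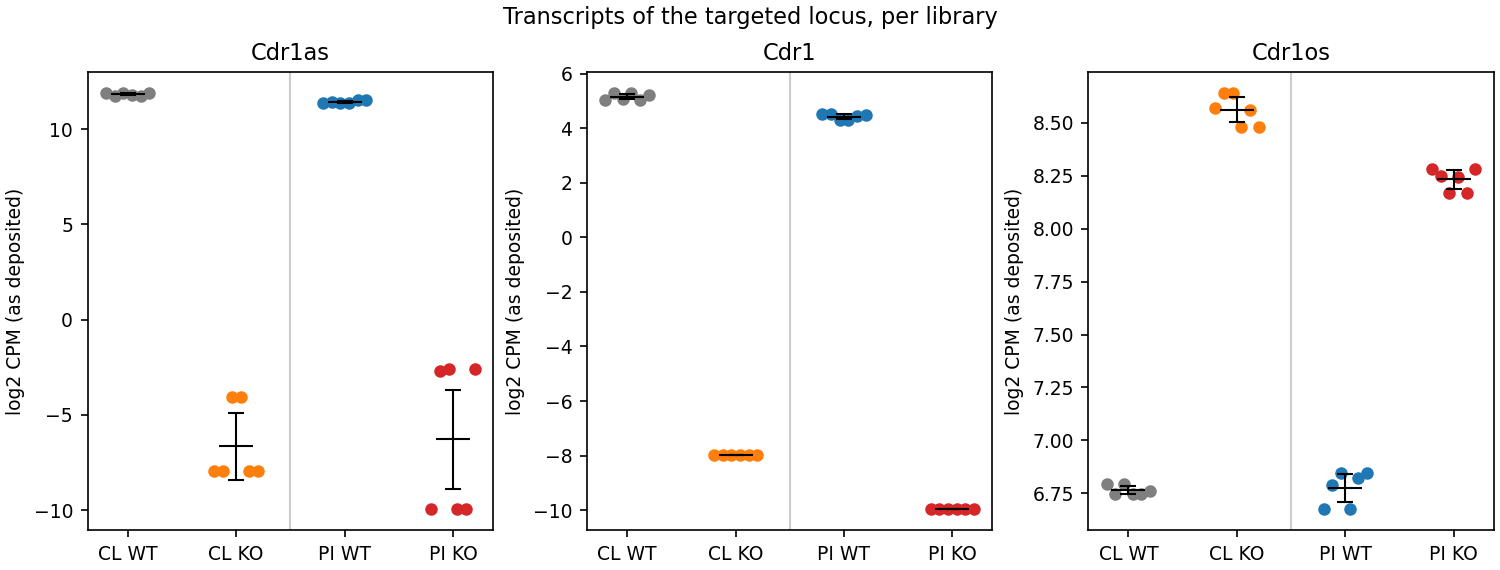
Each point is a library, placed by group along the horizontal axis and by its deposited log2 CPM value along the vertical axis. Bars give the trimmed mean of the group and its SE. Values left of the grey line come from the table of CL KO and CL WT and those right of it from the table of PI KO and PI WT. Cdr1as and Cdr1 fell to the bottom of the scale in both KO groups, while Cdr1os rose by 1.80 and 1.46 on the log2 scale.

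In the mouse genome build GRCm38 with GENCODE release M21, matched by symbol, Cdr1 lies on chromosome X from 61184005 to 61185558 on the minus strand as a protein-coding gene of 1 exon. Cdr1os is annotated there under an older symbol, C230004F18Rik (ENSMUSG00000071753), as a lincRNA on the plus strand from 61116378 to 61292484. Cdr1 lies inside exons of Cdr1os on the opposite strand, such as the exon from 61183248 to 61186174. Cdr1as had no entry of its own in that annotation. The labels do not say how reads over shared bases were assigned or whether strand was used, so the level of Cdr1os, and the split of reads between Cdr1 and Cdr1as, are uncertain.

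The comparison of KO with WT within CL, and within PI, asked which transcripts other than the target depended on the genotype. Of 14323 genes, 4 passed an adjusted p of 0.05 between CL KO and CL WT, 2 higher and 2 lower, and 820 genes (5.73%) had an unadjusted p under 0.05. Of 14452 genes, 3 passed between PI KO and PI WT, 1 higher and 2 lower, and 831 genes (5.75%) had an unadjusted p under 0.05. Cdr1as, Cdr1 and Cdr1os made up all 3 calls in PI and 3 of the 4 in CL. The remaining call was Lrrc17 (chromosome 5, 21543559 to 21575904 in GRCm38), higher in CL KO by 0.50 (SE 0.06, adjusted p = 0.0129). It stood at 10.19 ± 0.06 log2 CPM in CL KO and 9.69 ± 0.05 in CL WT (SE, n = 6 each). When the prior variance had no trend with expression, Lrrc17 was not called in CL and Cdr1as was not called in PI. Limma on the deposited values called 2311 genes in CL and 2388 in PI. Of all alternatives, the one farthest from the counts of 4 and 3 was the same test with library weights, which called 2322 and 2478. Sets of unchanged libraries, 100 per table, were simulated and drawn in to their quartiles in the same manner. Limma on such values called 1816 to 2115 genes for the table of CL KO and CL WT and 1800 to 2137 for that of PI KO and PI WT. The trimmed-mean test called at most 2 genes in any of those sets.

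**Figure D2:**
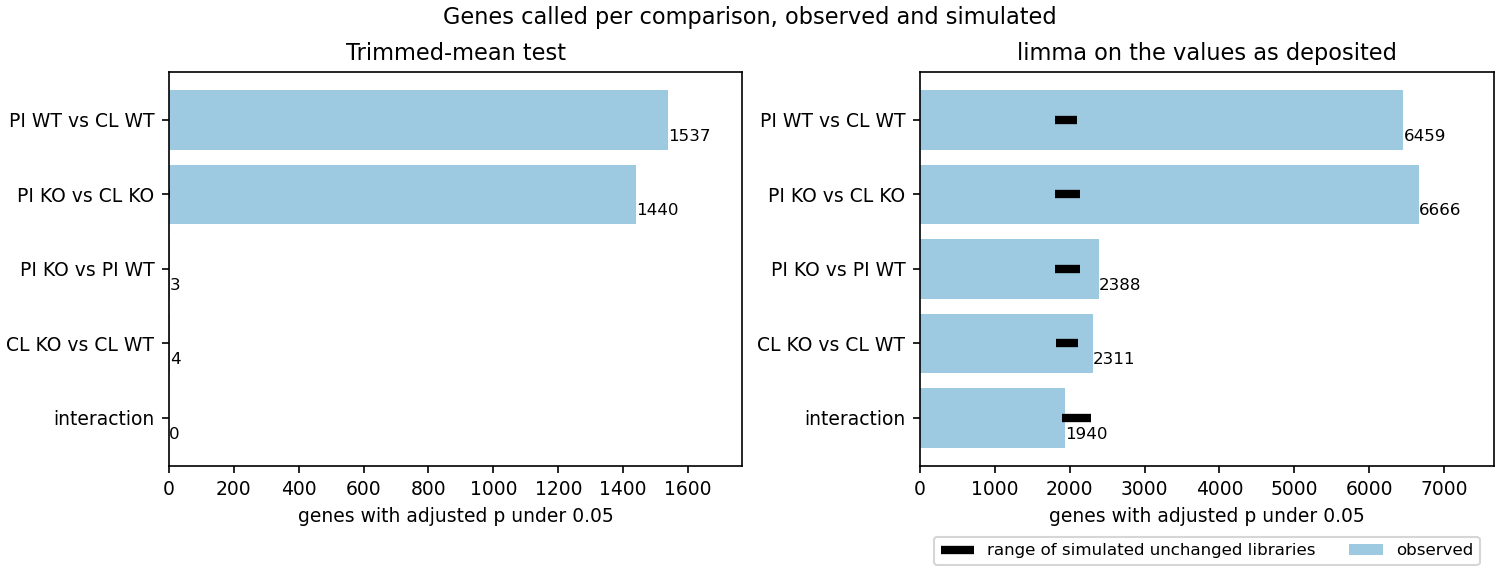
Bars give the number of genes with an adjusted p under 0.05 in each comparison, on the left for the trimmed-mean test and on the right for limma on the deposited values, and black lines on the right give the range over 100 simulated sets of unchanged libraries. On the deposited values the 2388 and 2311 genes called between genotypes lie near the simulated ranges, while 6459 and 6666 genes called between PI and CL lie far above them.

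The comparison of PI with CL within a genotype asked which genes differed between the 2 kinds of cortex sample of the same animals. In WT, 1537 of 14489 genes passed, 754 higher in PI and 783 lower, and 3469 genes (23.9%) had an unadjusted p under 0.05. Of the called genes, 245 had changed by at least 1 on the log2 scale, 213 of them higher in PI and 32 lower. In KO, 1440 of 14338 genes passed, 732 higher and 708 lower, and 3566 genes (24.9%) had an unadjusted p under 0.05. Here 231 called genes had changed by at least 1 on the log2 scale, 207 higher and 24 lower. The share of calls that were higher in PI was 49.1% in WT and 50.8% in KO, and it fell to 37.7% and 36.7% when each group was centred on its median gene. The trimmed-mean test called at most 3 genes in the simulated unchanged sets of these tables. Limma on the deposited values called 6459 genes in WT and 6666 in KO. Of all alternatives, the ones farthest from 1537 and 1440 were the animal as a block in WT, with 6614 calls, and library weights in KO, with 6789, both on those values.

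Among genes higher in PI than in CL in WT, the largest fitted changes were in Il1rn (chromosome 2, 24336853 to 24351494 in GRCm38, as for all positions here), which was at the lowest value of the table in CL WT and at least 3.39-fold higher in PI WT (adjusted p = 0.0240), and Tgm1 (chromosome 14, 55700009 to 55713926), with all recoverable values in CL WT under the limit of 3 reads and at least 7.34-fold higher in PI WT (adjusted p = 0.0388). Only these lower bounds are known, so the rank of both genes rests on values under that limit. Tgm1 lost its call when the prior variance had no trend. Ccl12 (chromosome 11, 82101845 to 82103400) was higher by 5.25 (SE 0.55, adjusted p = 0.000113), Msr1 (chromosome 8, 39581685 to 39642673) by 5.07 (SE 0.86, adjusted p = 0.00254) and Ptx3 (chromosome 3, 66219910 to 66225805) by 4.88 (SE 0.55, adjusted p = 0.000192). Baselines of these genes were low, since Ccl12 stood at -1.74 ± 0.68 log2 CPM (SE, n = 6) in CL WT. The fold changes of these genes therefore rest on few reads. The highest recoverable values in CL WT, 0.577 CPM for Ccl12, 2.31 for Msr1 and 0.591 for Ptx3, were above the limit of 0.513 CPM. The largest decreases were in Kirrel2 (chromosome 7, 30447534 to 30457690), which fell by 1.81 (SE 0.29, adjusted p = 0.00172), and Cbln4 (chromosome 2, 172036233 to 172043466), which fell by 1.78 (SE 0.18, adjusted p = 7.42e-05). Ankrd63 (chromosome 2, 118699103 to 118703963) fell by 1.75 (SE 0.24, adjusted p = 0.000742). Frzb (chromosome 2, 80411970 to 80447625) fell by 1.58 (SE 0.27, adjusted p = 0.00263). Nr4a2 (chromosome 2, 57106830 to 57124003) fell by 1.56 (SE 0.14, adjusted p = 3.35e-05).

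In KO the largest increases in PI were in Msr1, by 4.85 (SE 0.29, adjusted p = 1.46e-06), Ccl12, by 4.58 (SE 0.42, adjusted p = 4.57e-05), and Gm49339 (chromosome 10, 51480612 to 51496613), by 4.11 (SE 0.46, adjusted p = 0.000223). Their fold changes rest on few reads in CL KO. The highest recoverable values there, 1.04 CPM for Msr1, 0.806 for Ccl12 and 0.575 for Gm49339, were above the limit of 0.456 CPM. The lowest, 0.410 CPM for Ccl12 and 0.217 for Gm49339, were under it. A2m (chromosome 6, 121635376 to 121679227) rose by 3.60 (SE 0.23, adjusted p = 3.73e-06). Its level went from 1.79 ± 0.13 to 5.39 ± 0.28 log2 CPM (SE, n = 6 each). Lcn2 (chromosome 2, 32384633 to 32388252) rose by 3.52 (SE 0.20, adjusted p = 1.46e-06). The largest decreases were in Egr2 (chromosome 10, 67535475 to 67542188), which fell by 2.00 (SE 0.37, adjusted p = 0.00504), Ankrd63, which fell by 1.77 (SE 0.21, adjusted p = 0.000302), and Cbln4, which fell by 1.65 (SE 0.23, adjusted p = 0.000856). Lamc3 (chromosome 2, 31887291 to 31946539) fell by 1.57 (SE 0.31, adjusted p = 0.00793) and Olfr78 (chromosome 7, 102738511 to 102759471) fell by 1.46 (SE 0.23, adjusted p = 0.00187). In each gene named here for PI against CL, the deposited values of the 2 groups did not overlap, as the naming rule required. This adds no further evidence, since values drawn in to the quartiles of their group hide the extreme libraries. Between genotypes, 2042 genes in PI and 1929 in CL did not overlap either, where 3 and 4 were called.

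Across the 14211 genes listed in both tables, the change from CL to PI in KO was set against that in WT, using different animals for the 2 changes. Pearson's r across genes was 0.580 and Spearman's rho 0.561, with a total least squares slope of 1.04, and genes are not independent replicates. Restricting the genes to those called raises r by selection, to 0.914 over the 2103 genes called in either genotype, the alternative fixed beforehand that moved it most, and to 0.973 over the 850 called in both. Among the shared genes, 1520 were called in WT and 1433 in KO, and all 850 called in both had the same direction. Of the calls in WT, 98.0% had the same sign in KO, and of those in KO, 98.2% had the same sign in WT. Whether the change from CL to PI differed between genotypes was tested as an interaction. No gene passed (0 of 14211, smallest adjusted p = 0.992), and 646 genes (4.55%) had an unadjusted p under 0.05. Limma on the deposited values called 1940 genes for this contrast, and 1892 to 2287 in the simulated unchanged sets.

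**Figure D3:**
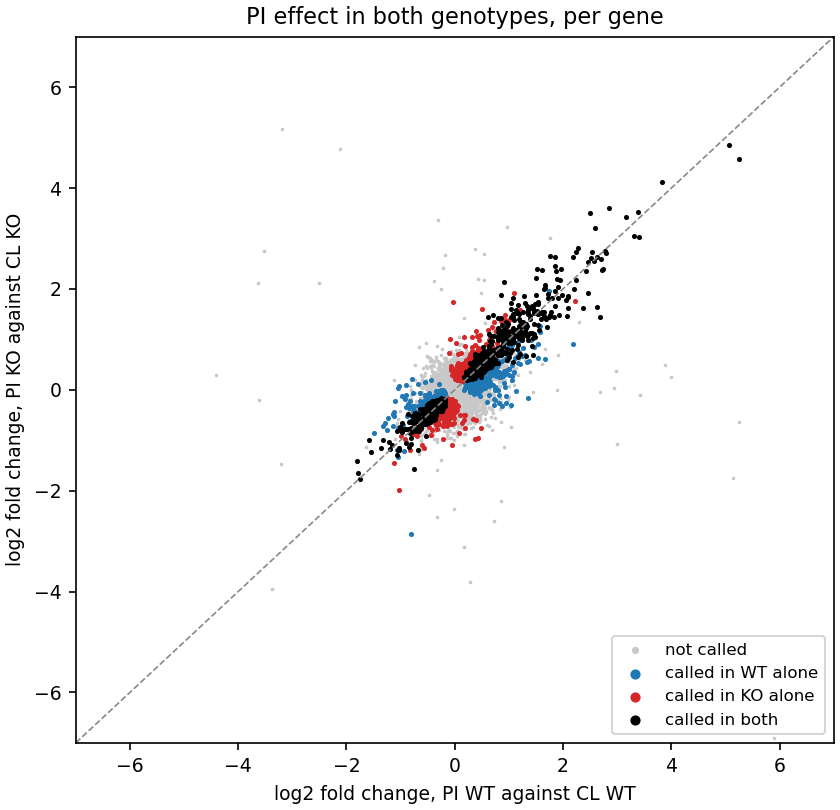
Each point is a gene, placed by its log2 fold change of PI against CL in WT (horizontal axis) and in KO (vertical axis), with colours for genes called in either or both genotypes and a dashed line at equal change. The 850 genes called in both genotypes lie along the dashed line.

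Of the 12 genes fixed beforehand for the network around ciRS-7, 6 were listed in the tables that compare genotypes. Adjusted over the list alone, the calls between KO and WT were the same 3 genes as over all genes, Cdr1as, Cdr1 and Cdr1os. Within WT, Cdr1 was lower in PI than in CL (log2 fold change -0.79, SE 0.10, adjusted p = 0.000448), as was Cdr1as (-0.47, SE 0.07, adjusted p = 0.00143), while Cdr1os was not called (-0.05, SE 0.07, adjusted p = 0.708). Within KO, Cdr1os was lower in PI (-0.39, SE 0.07, adjusted p = 0.00363). The difference between these 2 changes of Cdr1os was -0.34 (SE 0.10), with adjusted p = 0.992 over all genes and adjusted p = 0.0104 when adjusted over the list alone. The noncoding RNA Oip5os1, also named Cyrano, and the genes Hnrnpk and Chpf2 were not called in any of the 5 comparisons, with log2 fold changes of Oip5os1 from -0.10 to 0.03. Under some other scalings Oip5os1 and Hnrnpk changed sign between PI and CL, and with library weights so did Chpf2.

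The 13 gene lists fixed beforehand were tested as sets in the 5 comparisons, 65 tests in all. With a preset correlation between genes of 0.01, 19 tests passed an adjusted p of 0.05. With the correlation estimated from the residuals, the alternative that moved this count most, 7 of the 19 held. Of the 19, 15 were also called by fry on the deposited values. Fry gave p under 0.05 in 31.6% to 34.6% of simulated unchanged sets, so its calls add little. The 7 that held were the glutamatergic and the reactive astrocyte genes in both comparisons of PI with CL, the neuron markers in PI KO against CL KO, and the immediate early genes and the microglia markers in CL KO against CL WT.

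Between PI and CL, all 12 listed reactive astrocyte genes were higher in PI in WT (median log2 fold change 2.43, adjusted p = 1.32e-08 with the estimated correlation). All 11 listed in KO were higher too (median 2.19, adjusted p = 0.000273). Gfap (chromosome 11, 102887336 to 102900912) had the smallest p in WT and was higher by 1.88 (SE 0.11, adjusted p = 1.87e-06), and Lcn2 had the largest change, 3.38 (SE 0.20, adjusted p = 1.87e-06). In KO, Serpina3n (chromosome 12, 104406729 to 104414329) had the smallest p and was higher by 2.72 (SE 0.11, adjusted p = 3.15e-08). Of 35 glutamatergic genes, 30 were lower in PI in WT (median -0.18, adjusted p = 1.51e-05 with the estimated correlation) and 31 in KO (median -0.24, adjusted p = 0.00236). Homer1 (chromosome 13, 93299635 to 93405129) was lower by -0.62 (SE 0.05, adjusted p = 1.68e-05) in WT, with the smallest p of the list, and by -0.60 (SE 0.11, adjusted p = 0.00525) in KO, where it had the largest change. Of 14 neuron markers, 11 were lower in WT (median -0.20, adjusted p = 0.00262 with the preset and adjusted p = 0.135 with the estimated correlation) and 12 in KO (median -0.24, adjusted p = 0.0288). All 10 heat shock genes were higher in PI in both genotypes (medians 0.76 and 0.78), with adjusted p = 1.33e-07 and adjusted p = 2.58e-07 at the preset correlation but adjusted p = 0.0711 and adjusted p = 0.135 at the estimated one. Hspa1a and Hspa1b in this list are near-identical copies, and their reads are uncertain.

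The immediate early genes were lower in PI (medians -0.46 in WT and -0.49 in KO), with adjusted p = 0.000507 and adjusted p = 0.000252 at the preset correlation but adjusted p = 0.135 and adjusted p = 0.234 at the estimated one. Oligodendrocyte markers were lower in PI in WT (8 of 10, median -0.36) at the preset correlation (adjusted p = 0.0295) but not at the estimated one (adjusted p = 0.595). In KO they were not called (median -0.06, adjusted p = 0.966 at the preset correlation). The neutrophil and monocyte list had 2 of its 13 genes in each table of PI and CL, of which Lcn2 also belonged to the reactive astrocyte list. It passed in WT at the preset correlation (adjusted p = 0.0421) but in neither genotype at the estimated one (adjusted p = 0.135 in both). In the comparisons of PI with CL the astrocyte (medians -0.05 and -0.07), microglia (medians 0.23 and 0.22), endothelial (medians 0.35 and 0.14), striatum (medians -0.01 and 0.12) and choroid plexus lists (medians -0.19 and -0.23, with 2 of 10 genes listed) were not called in either genotype, nor were the miR-7 targets (medians -0.08 and -0.14).

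**Figure D4:**
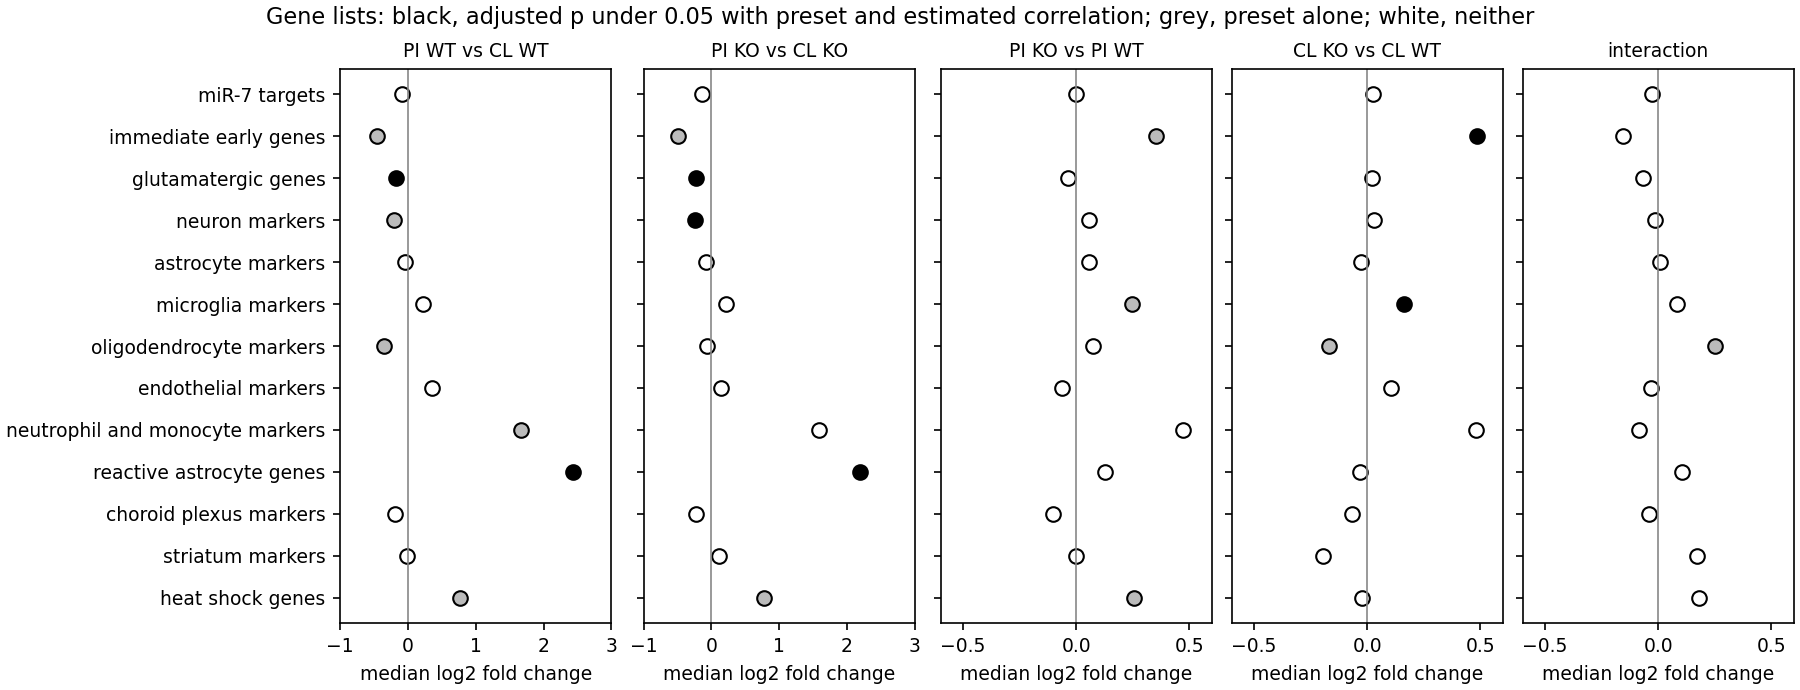
Each point is the median log2 fold change of a gene list in a comparison, with a panel per comparison and a row per list; black points passed with the preset and the estimated correlation, grey points with the preset correlation alone and white points with neither. The reactive astrocyte genes, with medians of 2.43 and 2.19, lie farthest to the right in the comparisons of PI with CL, and the immediate early genes are black in CL KO against CL WT.

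Between genotypes, 20 of the 21 listed immediate early genes were higher in CL KO than in CL WT (median 0.49, adjusted p = 5.57e-16 at the preset and adjusted p = 2.18e-05 at the estimated correlation). Over all genes 0 of the 21 passed, while 15 had an unadjusted p under 0.05 and 14 passed when adjusted over the list alone. Egr1 (chromosome 18, 34859823 to 34864984) had the smallest p and was higher by 0.51 (SE 0.09, adjusted p = 0.197). It stood at 6.86 ± 0.08 log2 CPM in CL KO and 6.36 ± 0.08 in CL WT (SE, n = 6 each). Egr2 had the largest change, 1.06 (SE 0.28, adjusted p = 0.596). In PI KO against PI WT, 15 of the 21 genes were higher (median 0.35), with adjusted p = 0.00193 at the preset correlation and adjusted p = 0.363 at the estimated one. The difference between these 2 contrasts, the interaction, was not called (median -0.16, adjusted p = 0.0614 at the preset correlation). Klf4 and Nr4a3 belonged both to this list and to that of the miR-7 targets.

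Microglia markers were higher in KO in CL (9 of 10 genes, median 0.16, adjusted p = 0.0288 at the estimated correlation) and in PI (9 of 10 genes, median 0.25, adjusted p = 0.000213 at the preset and adjusted p = 0.135 at the estimated correlation). Oligodendrocyte markers were lower in CL KO than in CL WT in 10 of 10 genes (median -0.17, adjusted p = 0.00248 at the preset and adjusted p = 0.487 at the estimated correlation), and all 10 had a positive interaction (median 0.25, adjusted p = 0.438 at the estimated correlation). Heat shock genes were higher in PI KO than in PI WT in 8 of 10 genes (median 0.25, adjusted p = 0.0353 at the preset and adjusted p = 0.648 at the estimated correlation). The other tests of the 13 lists between KO and WT, and of the interaction, did not pass. For the miR-7 targets they gave 13 of 20 genes higher in CL KO (median 0.02, adjusted p = 0.121) and 10 of 20 higher in PI KO (median -0.0011, adjusted p = 0.675). Of the 20 miR-7 targets, 0 were called between KO and WT over all genes and 0 when adjusted over the list alone. At an unadjusted p under 0.05 there were 3 genes in CL and 1 in PI.

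Genes with a match to the miR-7 seed (GTCTTCC) in the transcript sequence 3′ of the stop codon were compared with genes without a match, across all protein-coding genes. In PI KO against PI WT, the median log2 fold change of 2280 genes with a match was lower than that of 10431 genes without by -0.0125 (adjusted p = 0.345, limma camera). In CL KO against CL WT the difference was 0.00416 over 2266 genes with a match (adjusted p = 0.787), and for the interaction it was -0.0207 over 2267 genes (adjusted p = 0.345). After adjustment for the length of that sequence, 64, 62 and 72 of 79 control heptamers gave a difference at least as large. With the longer match GTCTTCCA the difference in CL KO against CL WT took the opposite sign, -0.000769 (adjusted p = 0.796), and no test passed.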

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

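Of the tests in this part, those on depth, on scaling and on shared library effects were chosen only after the results they bear on had been seen, as were the classes of gene taken from the annotation, while those on the number of animals behind a list and on intron length were not.

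Depth and the share of genes with a middle value were examined per group and table, 16 groups of values in all. In 5 of the 16, the highest or lowest library stood apart from the other 5 by Dixon's criterion, where chance gives about 1 in 20. Each group appears in 2 tables, so these 5 come from 3 libraries. The library CL KO 5 had an effective depth of 10.5 M reads in the table of CL KO and CL WT and 10.3 M reads in that of PI KO and CL KO, the highest of its group. Its counting error is the smaller for it, and no library was left out for depth. No biological explanation was tested for a difference in depth.

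Because the outer values of each gene were drawn in, a library can be judged by how often it holds an untouched middle value, which 2 of 6 libraries do for each gene. The library PI WT 4 did so in 19.3% of genes in the table of PI KO and PI WT and in 19.4% in that of PI WT and CL WT, the lowest share of its group, and was thus most often among the extremes. CL WT 6 held a middle value in 39.9% of genes in the table of PI WT and CL WT, the highest of its group. Low depth does not account for PI WT 4, since the 3 libraries of lower depth held a middle value in 25.8% to 40.0% of genes. CL KO 6 had a lower share still, 10.5% in the table of CL KO and CL WT and 10.6% in that of PI KO and CL KO, without passing the criterion. Biological differences between animals were not tested. On the deposited values, the fit without PI WT 4 called the fewest genes of any that left out a library, 1632 against 2388 with all libraries for PI KO against PI WT and 1397 against 1940 for the interaction. The trimmed-mean test sets aside the lowest and highest value of each gene and group, and with it much of what such a library adds.

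Cdr1os changed differently from CL to PI in the 2 genotypes, by -0.34 on the log2 scale (adjusted p = 0.992 over all genes, adjusted p = 0.0104 over the network list alone). Quantile normalization left the difference at -0.28, so a scaling difference between libraries does not account for most of it. What remains open is how reads over the bases that Cdr1os shares with Cdr1 and Cdr1as were assigned, which may have held Cdr1os down in WT and was not tested, and an effect of the edit on Cdr1os itself. As a hypothesis, Cdr1os may respond to the edit more strongly in CL than in PI, though over all genes the difference did not pass.

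Several sets of genes changed differently from CL to PI in the 2 genotypes at the preset correlation of 0.01. Their median differences, KO minus WT, were 0.25 for oligodendrocyte markers, 0.13 for ribosomal protein genes, -0.31 for gene models that GENCODE lists as still to be checked by experiment (TEC), -0.30 for sense intronic models, -1.04 for small nuclear RNAs, -0.40 for small nucleolar RNAs and -0.17 for mitochondrial transfer RNAs. Genes of a set rise and fall together from library to library, and the preset value does not allow for that. With the correlation estimated, the adjusted p was 0.438 for oligodendrocyte markers, 0.138 for ribosomal protein genes, 0.0905 for the TEC models, 0.144 for sense intronic models, 0.144 for small nucleolar RNAs and 0.678 for mitochondrial transfer RNAs. For these 6 sets, shared effects of single libraries could therefore be the whole difference. For oligodendrocyte markers all 6 KO animals had a list mean (PI minus CL) above the median WT animal. The genotypes overlapped, however, from -0.23 to 0.28 in KO and from -0.48 to 0.05 in WT, so a difference carried by a few animals cannot be told apart from one shared by all. A different share of white matter in the pieces taken stays open, untested. For the TEC models a smaller share of unspliced RNA in PI KO would lower genes with long introns most, and across 12241 protein-coding genes the difference fell with intron length only weakly (Spearman rho -0.0806). That value lies short of the -0.1 set beforehand and in the same direction, so this explanation cannot be told apart from none.

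Small nuclear RNAs are the exception, with an adjusted p of 0.0188 at the estimated correlation and 18 of 18 genes with a negative difference. All 6 KO animals had a list mean (PI minus CL) below the median WT animal. The ranges did not overlap, with -0.71 to 0.30 in KO and 0.51 to 1.68 in WT. The list mean uses values drawn in to the quartiles within each group, which narrows these ranges and can hide 1 extreme library in each group. The lack of overlap therefore does not decide whether a few animals carried the difference. In WT, small nuclear RNAs were higher in PI than in CL in 20 of 21 genes (median 0.81). This did not pass at the estimated correlation (adjusted p = 0.0751). In KO they were not higher (median -0.16). By these medians CL WT is the group that stands lower than the other 3. Library preparation or handling specific to the CL WT samples may produce such a pattern, and the labels give no batch with which to test it. A biological difference between genotypes that appears in CL alone stays open as well, untested.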

How the results depend on the processing

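Alternatives that need a value for each library, namely library median centring, quantile normalization, library weights, the animal as a block and leaving out a library, were run with limma on the deposited values, since they cannot be run on trimmed means. Limma on deposited values, the centring of groups on their median gene and the unadjusted threshold were chosen after seeing the data. Fits on the deposited values share the understated spread, and simulated unchanged libraries gave 1948 calls on average for CL KO against CL WT on such values. Their counts are therefore best compared with that of limma on the deposited values alone.

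For PI WT against CL WT the count of 1537 genes became 6459 on the deposited values, 6567 with library median centring, 6249 with quantile normalization, 6469 with library weights and 6614 with the animal as a replicate block. For PI KO against CL KO the count of 1440 became 6666, 6683, 6697, 6789 and 6759 under these settings. For PI KO against PI WT the count of 3 became 2388, 2427, 2420 and 2478, and for CL KO against CL WT the count of 4 became 2311, 2215, 2318 and 2322. The interaction went from 0 to 1940, 1902, 1953 and 1921, and to 2216 in the paired fit of differences per animal. With the replicate number as a block, PI KO against PI WT gave 1800 genes and CL KO against CL WT gave 1868, where equal numbers do not mark the same animal. Against limma on the deposited values without a block, the counts of the paired comparisons moved by less than 1.5 times. In these the block changed no other call of a gene named in the report or of a gene list.

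Without a trend in the prior variance the count fell to 1015 in WT and to 739 in KO for PI against CL, and the cause was not tested. Of these, 923 and 678 genes were also called with the trend. By construction the count fell to 245 and 231 with a change of at least 1 on the log2 scale and to 711 and 538 at an adjusted p under 0.01, and rose to 3469 and 3566 at an unadjusted p under 0.05. At that threshold PI KO against PI WT had 831 genes, CL KO against CL WT 820 and the interaction 646. The counts moved by at most 1.5 times with the filter on mean expression, the pseudocount of 1 and group centring in all 5 comparisons. In PI KO against PI WT the filter left 2 genes in place of 3, since it removes Cdr1, whose mean over the libraries was -2.77 log2 CPM. Centring groups on their median gene gave 1689 genes in WT, 37.7% of them higher in PI, and 1606 in KO, 36.7% higher, against 49.1% and 50.8%. Library median centring of the deposited values gave 40.2% and 40.3% higher. Quantile normalization of these values gave 47.7% in WT and 47.8% in KO, against 51.3% and 49.6% on the deposited values alone. Without a trend the trimmed-mean test gave 57.0% and 59.8%. The split of higher and lower calls thus moved with centring on the median and with the trend, and little with quantile normalization.

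Leaving out each library in turn gave 5969 to 6216 genes for PI WT against CL WT, 6174 to 6470 for PI KO against CL KO, 1632 to 2337 for PI KO against PI WT, 1776 to 2067 for CL KO against CL WT and 1397 to 2021 for the interaction, all on the deposited values. No fit moved a count by over 1.5 times. The quartiles still carry the library left out, so these ranges understate its influence. The correlation of the PI effects between genotypes lay between 0.557 and 0.598 over the 24 such fits. It was 0.914 over genes called in either genotype, a selection of changed genes, and 0.675 over genes with a mean above 1, which removes low genes.

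Of the 65 tests of gene lists, 19 passed at the preset correlation and 7 at the estimated one, which allows for genes of a list varying together. Lists that took the opposite direction, none of them past the threshold, were astrocyte markers in PI WT against CL WT (adjusted p = 0.938 on the deposited values, 0.871 with the replicate block), oligodendrocyte markers in PI KO against CL KO (0.823 after quantile normalization), and neutrophil and monocyte markers in the interaction (0.890 after quantile normalization). With the replicate block so did striatum markers in PI KO against CL KO (0.962), reactive astrocyte genes in CL KO against CL WT (0.922) and neuron markers in the interaction (0.960). Other lists changed sides: 12 were weaker at the estimated correlation, 4 weaker and 8 stronger with fry, 4 weaker and 1 stronger (neuron markers in CL KO against CL WT, adjusted p = 0.0385) after quantile normalization, 3 weaker on the deposited values and 2 weaker with the block. For genes with a miR-7 site in CL KO against CL WT, the longer match reversed the sign (limma camera, adjusted p = 0.796). The cause was not tested for any of these.

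Of the genes named in the report, Lrrc17 in CL KO against CL WT, Cdr1as in PI KO against PI WT and Tgm1 in PI WT against CL WT lost their calls without a trend. Genes that reversed were not called by the trimmed-mean test. Oip5os1 went to 0.10 in PI WT against CL WT and to 0.027 in PI KO against CL KO after quantile normalization. Hnrnpk went to -0.000559 and -0.00573 with group centring and to -0.00191 and -0.000902 with library median centring, and Chpf2 to 0.000543 in PI KO against CL KO with library weights. The cause was not tested. Of the 47 values of named genes, 4 that were not called passed on the deposited values, 5 with library weights, 3 with library median centring, 6 after quantile normalization and 4 with the replicate block. The depth of 5.27 to 10.5 M reads limits genes near 3 reads, such as Il1rn and Tgm1, to lower bounds.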

Other observations

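In this part the tests on the number of libraries behind a list, on matched gene lists, on other short genes, on intron length and on matched protein-coding genes were chosen before their results were seen, and the tests of unchanged libraries, of other splits, of shared library effects, of neuron markers, of a single capture effect and of miR-7 were chosen only after the result was seen.

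How many genes differ between genotypes depends on how the altered spread is treated. On the values as deposited, limma called 2311 genes between CL KO and CL WT, but simulated libraries without any change, drawn in to their quartiles in the same way, gave 1948 calls on average, 84.3% of the observed number. For PI KO and PI WT the simulated mean was 82.2% of the observed number and for the interaction 106%, against 30.6% and 29.3% for PI with CL in WT and in KO. A spread understated by the Winsorizing could thus be the source of most calls between genotypes on those values. With the trimmed-mean test, 0 of 100 simulated sets gave as many calls as observed for PI WT with CL WT, 0 for PI KO with CL KO, 0 for PI KO with PI WT and 0 for CL KO with CL WT. Between genotypes this rests on the edited locus, since Cdr1as, Cdr1 and Cdr1os made up all 3 calls in PI and 3 of the 4 in CL. Simulated sets gave up to 2 calls there, so the counts show no difference between genotypes outside that locus. Other splits of the libraries were also tried on the deposited values. In each of the 5 comparisons, only 1 of 100 splits, the real one, gave as many calls, and the highest of the others gave 30, 3, 16, 14 and 2. These splits decide nothing, because the values were drawn in within the real groups, which sets the real split apart even with no difference.

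In the list fixed beforehand, immediate early genes stood higher in CL KO than in CL WT in 20 of 21 genes, with a median of 0.49. A larger share of neurons would raise neuron markers too, and their median was 0.029. After quantile normalization the neuron markers did pass as higher (adjusted p = 0.0385), with a median of 0.068 beside 0.49 for the immediate early genes. A somewhat larger neuron share therefore stays open as a small part of the rise and does not account for its size. The list mean was above the median CL WT library in 6 of 6 CL KO libraries. The 2 groups did not overlap (0.08 to 0.29 in CL KO, -0.32 to -0.11 in CL WT). Values drawn in to the quartiles within each group narrow these ranges and can hide 1 extreme library per group. The lack of overlap therefore does not decide whether a few libraries carried the difference. Of 10000 lists matched on exon length and expression, 0 had a median as high, and the highest drawn was 0.105. Shared library effects were weighed by the set test with the estimated correlation, which gave an adjusted p of 2.18e-05. Neuron share, exon length and expression do not account for the pattern as a whole. The set test argues against effects that vary between libraries of a group, though its correlation estimate ran low in simulations (0.235 for a true 0.3). An effect common to all libraries of a group leaves no correlation in the residuals, so that test cannot exclude it. A difference carried by a few libraries stays open. A hypothesis is that activity-dependent transcription is higher in KO cortex in the CL samples. Handling of the animals and of the tissue can move these genes as well and was not tested, so it stays open beside the genotype. In PI the same list was higher by 0.35, not past the threshold at the estimated correlation, and the interaction did not pass at either correlation.

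Classes of gene were also compared, chosen after the data were seen and adjusted over 35 tests. Small nuclear RNAs were higher in CL KO than in CL WT in 15 of 18 genes (median 0.70, adjusted p = 0.00615 at the estimated correlation). The difference thus passed with effects shared within libraries allowed for. An effect common to all libraries of CL WT or of CL KO would pass as well. If libraries of CL KO had kept more short RNA, other genes with exons under 400 bases would be higher too, and the median of 45 such genes was -0.031. Small nucleolar RNAs were higher in CL KO (31 of 37 genes, median 0.44, adjusted p = 0.0188 at the estimated correlation), and mitochondrial transfer RNAs in 22 of 22 genes (median 0.51, adjusted p = 0.0752). All 3 classes rose together, as a single capture effect on small RNAs in CL would need. In PI KO against PI WT the small nuclear RNAs had a median of -0.18 and mitochondrial transfer RNAs 0.34, but neither passed at the estimated correlation (adjusted p = 0.540 and 0.0894). A capture effect in the CL libraries thus cannot be told apart from a genotype effect. Small RNAs of this kind have near-identical copies whose reads could be split, so their levels are uncertain, and a preparation effect specific to the small nuclear RNAs of CL WT stays open beside a genotype effect.

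In PI KO against PI WT, 540 of 605 TEC models were lower (median -0.24). In the same comparison 80 of 89 ribosomal protein genes were higher (median 0.12). With the estimated correlation the adjusted p was 0.0751 for the former and 0.0489 for the latter, so for the TEC models shared library effects could account for the difference. Low expression of these models does not, because protein-coding genes matched on expression had a median of -0.0094. If TEC models capture unspliced RNA, a smaller share of it in PI KO would also lower genes with long introns. Across 12392 protein-coding genes the log2 fold change fell with intron length (Spearman rho -0.145), as this explanation needs. The rho was -0.154 in PI WT against CL WT, however, where the median of these models was 0.04 and their direction turned after quantile normalization, neither past the threshold, so the trend also appeared where the models were not lower. In PI KO against CL KO the rho was -0.210 and 521 of 596 models were lower (median -0.28). In CL KO against CL WT the rho was -0.0382, while 389 of 623 models were higher (median 0.06), the direction opposite to that trend. A candidate explanation is a difference in nuclear or unspliced RNA content, from tissue or from preparation, which these data do not separate.

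A loss of ciRS-7 that frees miR-7 would lower genes with miR-7 sites in KO. Genes with a site differed from genes without one by 0.0042 in CL KO against CL WT and by -0.0125 in PI KO against PI WT, with both medians near 0 and members that moved in both directions. A small effect on few targets cannot be told apart from none by these medians.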
